# Paternal High-Protein Diet Programs Offspring Insulin Sensitivity in a Sex-Specific Manner

**DOI:** 10.3390/biom11050751

**Published:** 2021-05-18

**Authors:** Pengfei Gong, Danielle Bailbé, Lola Bianchi, Gaëlle Pommier, Junjun Liu, Stefania Tolu, Maria G. Stathopoulou, Bernard Portha, Valérie Grandjean, Jamileh Movassat

**Keywords:** paternal programming, high-protein diet, glucose homeostasis, endocrine pancreas, insulin sensitivity, insulin secretion, sperm small non-coding RNAs

## Abstract

The impact of maternal nutrition on offspring is well documented. However, the implication of pre-conceptional paternal nutrition on the metabolic health of the progeny remains underexplored. Here, we investigated the impact of paternal high-protein diet (HPD, 43.2% protein) consumption on the endocrine pancreas and the metabolic phenotype of offspring. Male Wistar rats were given HPD or standard diet (SD, 18.9% protein) for two months. The progenies (F1) were studied at fetal stage and in adulthood. Body weight, glycemia, glucose tolerance (GT), glucose-induced insulin secretion in vivo (GIIS) and whole-body insulin sensitivity were assessed in male and female F1 offspring. Insulin sensitivity, GT and GIIS were similar between F1 females from HPD (HPD/F1) and SD fathers (SD/F1). Conversely, male HPD/F1 exhibited increased insulin sensitivity (*p* < 0.05) and decreased GIIS (*p* < 0.05) compared to male SD/F1. The improvement of insulin sensitivity in HPD/F1 was sustained even after 2 months of high-fat feeding. In male HPD/F1, the β cell mass was preserved and the β cell plasticity, following metabolic challenge, was enhanced compared to SD/F1. In conclusion, we provide the first evidence of a sex-specific impact of paternal HPD on the insulin sensitivity and GIIS of their descendants, demonstrating that changes in paternal nutrition alter the metabolic status of their progeny in adulthood.

## 1. Introduction

It is now well established that environmental factors during perinatal life influence the health of individuals in adulthood. This is known under the concept of DOHaD (Developmental Origin of Health and Diseases) originally proposed by Barker and his collaborators [1,2]. While the vast majority of studies within the scope of early-life programming of adult-onset diseases deal with the influence of maternal environment, the past decade has witnessed an increasing interest towards the impact of the pre-conceptional paternal environment on the health of offspring [3]. Recently, increasing evidence has shown that the pre-conceptional nutritional status of fathers has profound impacts on the metabolic health of their progeny. This has been demonstrated through epidemiological data [4] and interventional studies in animals fed various diets such as high-fat diet [5,6], high-fat diet with additional treatment with the beta-toxic agent streptozotocin [7], or animals fed with a low-protein diet [8,9].

High-protein diets (HPD) and/or dietary protein supplements are becoming increasingly popular as a means to reduce obesity [10], to increase muscle mass or to improve physical performance [11,12]. Moreover, several studies suggested a beneficial effect of high-protein diets on insulin resistance and glucose homeostasis, independent of weight loss [13,14,15]. These observations have created a positive perception of high amounts of proteins as an essential factor for a healthy diet.

The influence of maternal high- or low-protein intake during gestation and/or lactation on offspring’s energy and glucose metabolism has been largely documented in humans and in various animal models. For instance, maternal low-protein diet was reported to affect hepatic and serum lipid content in offspring [16,17]. Low-protein during gestation and lactation predisposed to impaired glucose tolerance in male offspring as early as weaning [18], and impaired insulin sensitivity in adipose tissue and skeletal muscle in offspring at adult age [19]. Other studies have reported that low-protein diet during gestation resulted in a 50% decrease in the β cell mass in offspring [20,21]. Moreover, in both animal models and human populations, maternal intake of high-protein diet during pregnancy resulted in excessive development of the adipose tissue [22] and offspring’s overweight in adulthood [23]. However, to date, no study has assessed the impact of paternal consumption of high-protein diet/protein supplements on the health of their progeny.

As this novel nutritional habit develops in modern societies, especially among men at the age of reproduction, it is important to assess its impact on the metabolic phenotype of individuals, and, more importantly, to investigate its potential metabolic programming effects on the next generation(s). Since other nutritional interventions that are known to deteriorate glucose and energy homeostasis in F0 have repeatedly reported a negative impact on glucose homeostasis in their F1 progeny [5,6,7], we hypothesized that HPD feeding of fathers would also impact the metabolic phenotype of their offspring, potentially in a positive manner.

To test this hypothesis, we investigated the consequences of paternal high-protein diet ingestion on glucose and energy metabolism of their descendants. We demonstrated for the first time a sex-specific and bimodal impact of paternal HPD intake on insulin sensitivity and glucose-induced insulin secretion of their descendants (F1). This study provides yet another demonstration that changes in paternal nutrition have significant impact on the metabolism of their progeny in adulthood.

## 2. Materials and Methods

### 2.1. Animals

Male and female Wistar rats were obtained from our local colony maintained at Paris University animal core facility.

Experimental protocols were approved by Université de Paris Buffon ethical committee (no. CEB 10-2016 approved on 3 October 2016). Animal experiments have been carried out in accordance with France Directive no. 2013-118 in application of EU Directive 2010/63/EU.

### 2.2. Diets

The standard diet was SAFE D113, composed of 18.9% protein with about 22.5% of the energy provided by protein (SAFE, Villemoisson-sur-Ogre, France). The high-protein diet was composed of 43.2% protein, including 37% casein. In this diet, 48.6% of the energy was provided by protein (SAFE, Villemoisson-sur-Ogre, France). The standard diet contained 45% carbohydrate and 4.5% fat, while the high-protein diet contained 27.4% carbohydrate and 5.3% fat. The high-protein and the standard diets were isocaloric. The high-fat diet was SAFE 230 HF (SAFE, Villemoisson-sur-Ogre, France), and contained 36% fat.

### 2.3. Experimental Design

Rats were housed in a controlled environment (temperature 20 ± 1 °C, humidity 60%) with unlimited access to food and water and 12 h light/dark cycle. Fourteen male Wistar rats at the age of 10 weeks, weighing approximately 330 g, were housed (2 rats per cage) and divided into two groups. One group was fed with standard diet (SD group) (*n* = 6 rats). The other group was fed with a high-protein diet (HPD) for 2 to 3 months (HPD group) (*n* = 8 rats). Body weight, blood glucose, food and water consumption were monitored weekly. Blood glucose was tested on samples from the tail vein, by Accu-Check^®^ blood glucose test strips (Roche Diagnostics, Meylan, France) and Accu-Check^®^ Aviva glucometers (Roche Diagnostics, Meylan, France).

After 2 months feeding with high-protein (HPD) or standard diet (SD), the F0 rats (HPD and SD groups) were mated with 2 months old primiparous female Wistar rats fed with standard diet.

The progenies (F1) were studied at the post-conception day 18 (E18) and in adulthood at the ages of 3, 6 and 8 months (Figure 1). For fetal studies, male and female fetuses from HPD fathers and SD fathers were recovered at the embryonic day 18 post-conception (E18). Fetuses from at least 4 different fathers were studied. Body weight of fetuses was measured. Pancreases were collected and weighed, then processed for histological analyses.

Both male and female offspring were studied. At birth, litters were restricted to 8 pups per dam. After weaning, the litters from HPD fathers were mixed randomly to minimize a possible litter effect, and fed with a standard diet until the age of 6 months. Distribution was conducted in such a manner that the experimental groups had the progenies of at least 4 different fathers. Male and female progenies were studied. The F1 rats from HPD father and SD father were named as HPD/F1 and SD/F1, respectively. At the age of 6 months, the F1 (male or female) from SD and HPD fathers were each divided in two groups, one fed with a high-fat diet (HFD) named SD/F1/HFD and HPD/F1/HFD, respectively. The other group of F1 from SD and HPD fathers was fed with standard diet for two months and named SD/F1/SD and HPD/F1/SD. Body weight, blood glucose, food and water consumption were monitored weekly from weaning to 6 months of age, and over the period of high-fat diet feeding. F1 male rats were euthanized at the age of 8 months (Figure 1). Liver and epididymal adipose tissue were dissected, then immediately frozen in liquid nitrogen and stored at −80 °C. Pancreas were dissected and processed for histological analyses.

### 2.4. Body Composition

Body composition was determined by a positron emission tomographic whole-body composition analyzer (EchoMRI, Houston, TX, USA).

### 2.5. Insulin Tolerance Test

After 6 h fasting with access to water, insulin tolerance tests (ITTs) were performed on non-anaesthetized Wistar rats at different ages. Human insulin was injected subcutaneously at the dose of 0.5 U/kg body weight. Samples of blood were collected at the tail vein before (0 min), and 15, 30, 60 and 90 min (or 120 min where indicated) after administration of insulin to measure glycemia. Blood glucose concentrations were determined using an Accu-Check^®^ Glucometer (Roche Diagnostics, Meylan, France).

### 2.6. Glucose Tolerance Test

After 6h fasting with access to water, intraperitoneal glucose tolerance tests (1 g glucose/kg body weight) were performed in non-anaesthetized Wistar rats at different ages. Blood was collected at the tail vein before (0 min), and 15, 30, 60 and 90 min after administration of glucose. Blood glucose concentration was determined using an Accu-Check^®^ Glucometer (Roche Diagnostics, Meylan, France). The plasma samples were stored at −20 °C for insulin determination with the enzyme-linked immunosorbent assay (ELISA) (ALPCO/Eurobio; Les Ulis, France).

### 2.7. Quantitative Real-Time PCR

Total RNA was extracted from rat liver and adipose tissue using the RNeasy mini Kit (Qiagen, Courtaboeuf, France). cDNAs of each RNA sample were synthesized with Maxima Reverse Transcriptase, using random hexamer primers. The primers were designed using OLIGO7 (the primer sets are described in Table 1). Quantitative real-time PCR amplification reactions were carried out in a Light Cycler 480 (Roche Applied Science, Meylan, France) using the SYBR Green I master kit (Roche, Meylan, France). All reactions were run in duplicate, with no template control. The PCR conditions were: 95 °C 10 min, followed by 45 cycles at 95 °C 10 s, 60 °C 10 s, and 72 °C 10 s. mRNA transcript levels of three housekeeping genes, *Tbp* (TATA-box-binding protein), *Cyclophilin A* and *Hprt1* (Hypoxanthine Phosphoribosyl transferase 1), were assayed. On the basis of the stability of the different genes, *Cyclophilin A* was retained for normalization of transcripts of rat liver and adipose tissue.

### 2.8. Histological Studies

Rats’ pancreases were fixed in aqueous Bouin solution for 24 h and embedded in paraffin (Labonord, Templemars, France). The entire pancreas was homogeneously sampled using a fixed-interval sampling method to avoid bias due to regional change in islets distribution, as previously described [24]. Briefly, each paraffin block was serially sectioned (5 μm) throughout its full-length, sections at a fixed interval were mounted on slides and stored at room temperature for future immune-staining.

Pancreatic sections were blocked for 1 h with 10% normal goat serum in Tris buffer saline and then probed for insulin using primary mouse anti-insulin antibody (Santa Cruz, France) (1:200). Sections were then incubated with an HRP conjugated anti-mouse secondary antibody (Jackson immunoResearch Laboratories, Ely, UK) (1:200). β cells areas were determined by morphometric analysis in pancreatic sections stained for insulin, using an OLYMPUS BX60 microscope equipped with Histolab 10.5.1 computer-assisted image analysis system software (Microvision Instrument, Evry, France). The relative β cell area in each stained section was calculated as the ratio of insulin positive cells area over the total pancreatic cells area [24,25]. At least six sections homogeneously distributed were analyzed for each pancreas.

### 2.9. Analysis of Islet Fibrosis

Pancreatic sections were stained with Picro Sirius Red Solution by 1 h incubation, followed by 20 s counterstaining with Papanicolaou’s solution. In each section, the total number of islets and the number of fibrotic islets (positive for Picro Sirius Red staining) were counted. Results were expressed as percentage of fibrotic islets over the total number of islets. At least 6 sections were analyzed for each pancreas.

### 2.10. Sperm Collection

Sperm from HPD and SD fathers were collected from the epididymis by squeezing. The cell suspension was centrifuged at 1000 rpm for 5 min, and the supernatant containing the spermatozoa was centrifuged at 3000 rpm for 15 min. To reduce contamination of somatic cells, the pellet was submitted to hypotonic shock by resuspension in water (250 μL), followed by the addition of 15 mL of PBS. The suspension was finally centrifuged at 3000 rpm for 15 min. The pellet was then stored at −80 °C for small RNA-sequencing analysis.

### 2.11. Small RNA-Sequencing Analysis

Total RNA was extracted by the TRIzol procedure (Invitrogen, Carlsbad, CA, USA). RNA was quantified in a Nanodrop ND-1000 spectrophotometer and RNA quality was checked using the Bioanalyzer-2100 equipment (Agilent Technologies, INC., Santa Clara, CA, USA). The experiment was carried out in triplicate. RNA libraries were prepared starting from 50 to 100 ng of total RNA from individual rats (*n* = 3 per group, 2 groups in total) and constructed using the Illumina TruSeq Stranded Small RNA Sequencing kit (Illumina, Evry, France) according to the manufacturer’s instructions. Sequencing was performed at the Genomix platform (Sophia-Antipolis, France) using the HiSeq 2500 (Illumina, Evry, France).

Read quality was assessed using FastQC and trimmed, against known common Illumina adapter/primer sequences, using trimmomatic. The SmallRNAs UCAGenomix pipeline with Illumina adaptor trimming was used, read sizes <15 nucleotides were discarded. In order to describe the general distribution of sperm small non-coding RNAs (sncRNAs), trimmed reads kept were mapped to small RNA databases using a recently developed annotation pipeline, SPORTS1.0 [26]. We used the default settings and database files for the rat genome Rnor_6.0, which are available on the Sports github (https//github.com/junchaoshi/sports1.0, accessed on 24 February 2021), while, for piRNAs, the piRNAdb v1.7.6 was used (www.pirnadb.org, accessed on 24 February 2021). Averages summarized over biotypes were based on the default annotation result output files. Differential expression analysis was performed on the SPORTS output files using DESeq2 R packages, following standard normalization procedures and the Benjamin and Hochberg method for multiple testing correction [27].

The baseMean for each gene, the mean of normalized counts of all samples, was at least 50 counts. NGS experiments have been deposited in the GEO Database with accession number GSE169157 online website accessed on 17 May 2021.

### 2.12. Data and Statistical Analysis

Results are expressed as means ± S.E.M. The statistical significance between means was assessed by Student’s *t* test when two groups were compared, or by ordinary one-way ANOVA followed by Fisher’s LSD test when more than two groups were compared. Two-way ANOVA followed by Sidak correction was used when comparing two parameters. The nonparametric multiple Mann–Whitney test with Holm–Sidak correction was used when data did not meet normal distribution. All analyses were performed using GraphPad Prism 9 (GraphPad Software, San Diego, CA, USA). *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Phenotype of Fathers

In this study, we used a diet containing 43.2% protein, mainly composed by casein, to mimic, at their best, the compositions of the protein supplements widely consumed by humans. In order to keep regularity regarding the duration of exposure, we decided to cover at least one full cycle of spermatogenesis (54 days in rat). Therefore, 10 weeks old male Wistar rats received the high-protein diet (HPD fathers) for 2 to 3 months, before being mated with Wistar females under standard diet (SD). Other male rats of the same age were fed with standard chow diet and used as controls (SD fathers).

First, we showed that the consumption of HPD resulted in reduced weight gain beginning at the age of 18 weeks post-natal in this group, as compared to the SD group (Figure 2A). This was associated with a decrease in food intake (Figure 2B). We also showed that from week 18 onward, blood glucose levels tended to decrease in the HPD group (Figure 2C). At the age of 22 weeks, the glycemia of HPD fathers decreased by 8.9% compared to SD fathers (102 ± 2.2 mg/dL vs. 112 ± 1.8 mg/dL, respectively, *p* < 0.05) (Figure 2C). However, the glycemic profiles during either ITT or IPGTT were similar between HPD and SD fathers (Figure 2E,F). There was no difference in glucose-induced insulin secretion during IPGTT between the two groups (Figure 2G). After 2-month treatment with high-protein diet, SD fathers and HPD fathers showed similar fat mass, but the lean mass was significantly increased in the HPD group compared to the SD group (370.9 ± 3.3 g vs. 353.2 ± 2.9 g, *p* < 0.01) (Figure 2D).

HPD and SD fathers were then mated with Wistar females under standard diet. Male and female offspring of both groups were studied either at the embryonic day 18 post-conception (E18), or in adulthood, at the ages of 3, 6 and 8 months.

### 3.2. Phenotype of F1 Fetuses

After mating, we did not observe any difference in the fertility of HPD fathers as compared to SD fathers. Because the conception, and subsequent growth and development, of fetuses are largely dependent on maternal physiology, we took specific caution to mate HPD and SD males with females of similar physiological conditions: all females were primiparous, were at the same age and had similar body weight.

We found that the number of fetuses per litter was not different between HPD and control groups (8 to 12 fetuses per dam). Moreover, the sex ratios among the litters were not statistically different in fetuses from the HPD and SD groups (55% female vs. 45% male).

When the body weight of E18 fetuses was measured, we found that in both male and female fetuses from HPD fathers, the body weight was similar to those from SD fathers (Figure 3A). In contrast, a reduction in pancreas weight (*p* < 0.0001) was observed in both male and female fetuses from HPD fathers compared to fetuses from SD fathers (Figure 3B). There was no significant difference in β cell area between fetuses from the HPD group and the SD group, irrespective of their sex (Figure 3C).

### 3.3. Phenotype of Adult F1

The evolution of the body weight and glycemia were similar between age- and sex-matched F1 from HPD and SD fathers from weaning to 6 months of age (Figure S1). In order to assess the metabolic phenotype in offspring of HPD fathers, we measured glucose tolerance and insulin sensitivity through intraperitoneal glucose tolerance tests (IPGTT) and insulin tolerance tests (ITT), respectively.

At the age of 3 months post-natal, male offspring of HPD fathers (HPD/F1) exhibited enhanced insulin sensitivity (*p* < 0.05) compared to male F1 from SD fathers (SD/F1) (Figure 4A and Figure S2A). In contrast, there was no difference between the insulin sensitivity of female F1 from HPD and SD fathers (Figure 4D and Figure S2A).

Regarding the glucose tolerance at the age of 3 months, the glycemic profiles were identical in male HPD/F1 and SD/F1 (Figure 4B and Figure S2B), and no difference in glucose tolerance was apparent between F1 females from HPD and SD fathers (Figure 4E and Figure S2B). We also evaluated insulin secretion in response to glucose challenge in vivo. Interestingly, the glucose-induced insulin secretion was reduced slightly but not significantly in male HPD/F1 compared to male SD/F1 (Figure 4C and Figure S2C), while this parameter was unaffected in F1 females from HPD fathers when compared to F1 females from SD fathers (Figure 4F and Figure S2C).

At 6 months of age, insulin sensitivity was significantly enhanced in male HPD/F1 compared to SD/F1 (*p* < 0.05) (Figure 4G and Figure S2D), while the insulin sensitivity of HPD/F1 females was similar to that of SD/F1 females (Figure 4J and Figure S2D).

Regarding the glucose tolerance, no difference was seen in neither male nor female HPD/F1 when compared to the sex-matched SD/F1 (Figure 4H,K and Figure S2E). The glucose-induced insulin secretion (GIIS) measured during IPGTT revealed significantly reduced insulin secretion in 6 months old HPD/F1 males compared to SD/F1 males (*p* < 0.05) (Figure 4I and Figure S2F). At this age (6 months old), GIIS was similar between HPD/F1 and SD/F1 females (Figure 4L and Figure S2F).

### 3.4. Phenotype of Adult F1 under Metabolic Challenge

Next, in an additional set of experiments, we exposed male and female F1 from HPD and SD fathers to a high-fat diet for a period of two months and evaluated the impact of this metabolic challenge on the parameters of glucose homeostasis.

As expected, the consumption of a high-fat diet (HFD) resulted in an increase in body weight. The body weight gain under HFD was similar between the SD/F1/HFD and HPD/F1/HFD groups in both sexes (Figure S3A,C). This was also observed in male SD and HPD offspring fed with a standard diet (Figure S3E,G). The evolution of non-fasted glycemia was similar between sex-matched progenies of SD fathers and HPD fathers, either under standard diet (Figure S3F,H) or high-fat diet (Figure S3B,D). Interestingly, when the insulin sensitivity was assessed in groups fed with a high-fat diet, we found that the F1 males from HPD fathers were less insulin resistant compared to those from SD fathers (*p* < 0.05) (Figure 5A), whereas HFD-fed females from HPD fathers were similar to HFD-fed females from SD fathers, regarding their whole-body insulin sensitivity (Figure 5D).

As expected, the ingestion of a high-fat diet was associated with glucose intolerance in both groups compared to the individuals, from respective fathers, fed with a standard diet (Figure S4). When HPD/F1/HFD were compared to SD/F1/HFD, the glucose tolerance profile was globally similar between the respective male and female groups (Figure 5B,E).

Intriguingly, when we compared the male SD/F1/SD rats to male HPD/F1/SD rats at the age of 8 months, a slight improvement of glucose tolerance was apparent in the latter group (Figure S5B), a feature which was not exhibited in this group at the age of 6 months (Figure 4H). At this time point, there was a slight, but not significant, improvement of insulin sensitivity in male and female HPD/F1/SD rats compared to sex-matched SD/F1/SD (Figure S5A,D). No difference was found in the glucose-induced insulin secretion in vivo between the two groups (Figure S5C,F).

The measurement of plasma insulin in blood samples collected during the IPGTT showed a slight reduction in insulin secretion, in response to glucose in vivo, in male HPD/F1/HFD rats compared to SD/F1/HFD rats (Figure 5C and Figure S2I), which was not observed in female HPD/F1/HFD (Figure 5F and Figure S2I).

### 3.5. Pancreatic Parameters

After sacrifice, we collected the pancreases from male F1 for morphometric analyses. First, we showed that the relative β cell area over the total pancreatic area, representative of the β cell population within the pancreas, was not different between male HPD/F1 and SD/F1 under standard diet (Figure 6A).

After 2 months of high-fat diet, as described in the literature [28], signs of disrupted islet structure, and notably, islet fibrosis were apparent in both HPD/F1/HFD and SD/F1/HFD groups (Figure 6B,C). However, when the percentage of fibrotic islets over the total number of islets was evaluated in the two groups, we found a significantly lower percentage of fibrotic islets in the HPD/F1/HFD group compared to the SD/F1/HFD group (*p* < 0.05) (Figure 6D), suggestive of a rather protective effect of paternal high-protein diet on the pancreas of their male progeny.

The expansion of the β cell mass called “plasticity” has been described in response to increased insulin demands in conditions such as insulin resistance induced by HFD [28]. In our study, we showed a non-significant increase in the relative β cell area in the SD/F1/HFD group compared to the SD/F1/SD group, while a significant increase in the β cell area was observed in the HPD/F1/HFD rats compared to the HPD/F1/SD rats (*p* < 0.05) (Figure 6A), reflecting a preserved β cell plasticity in these individuals.

### 3.6. Gene Expression Studies

In order to further explore the metabolic changes observed in males F1 from HPD fathers, we investigated the expression of a number of genes in the liver and adipose tissue. The results are reported in Figure 6E–L. It should be noted that the observed differences were mainly between HPD/F1/HFD and the other groups.

In the liver, we showed that the expression of *Pparα*, *Pparg* and *Adcy3* was upregulated in the HPD/F1/HFD group compared to the other groups. Moreover, *Foxo1* expression was upregulated in the SD/F1/HFD group compared to the HPD/F1/HFD and the SD/F1/SD group.

In contrast, the HFD-induced upregulation of *Adcy5* observed in the adipose tissue of SD/F1/HFD rats was lacking in the HPD/F1/HFD group. Collectively, changes in the above mediators of insulin sensitivity/insulin resistance in the HPD/F1/HFD rats could contribute to the enhanced insulin sensitivity exhibited by these animals in the context of metabolic challenge.

### 3.7. Spermatic Small RNA-Sequencing Analysis

Thus, paternal HPD-feeding affects metabolic parameters, namely insulin sensitivity, of the progenies, suggesting that sperm epigenome is sensitive to the HPD. Spermatic small non-coding RNAs (sncRNAs) are known vectors of epigenetic intergenerational inheritance of metabolic pathologies, as revealed by studies with nutritional interventions such as paternal HFD-, LPD- and Western Diet feeding [28,29,30,31,32]. 

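Small RNA was sequenced from the epididymal sperm of 3 individual SD fathers and 3 individual HPD fathers. These Wistar rats received from 10 weeks of age a standard diet with 18.9% protein or a high-protein diet with 43.2% protein for 2 to 3 months. A hypotonic shock before RNA extraction served to reduce contamination by somatic cells. The methods give 50 to 100 ng of total RNA per library and a stranded small RNA kit, while the sample labels give 100 ng and an RNA sample preparation kit. The authors trimmed the reads, annotated them with SPORTS1.0 and deposited an estimated count for each annotated small RNA, in which a read that fits several RNAs appears as a fraction. The table holds 384 rows of miRNA hairpins, 272 rows of mature tRNA fragments (tsRNA), 12 rows of ribosomal RNA fragments (rsRNA), 25889 rows of piRNA and 4 rows of tRNA precursors. The hairpin rows do not separate the 5' from the 3' arm, and 178 of the tsRNA rows count the 5', 3' or CCA end of a tRNA that a whole-tRNA row counts already. With those rows counted once, the SD libraries CTRL1, CTRL2 and CTRL3 held 7920000, 4141018 and 4254027 reads, and the HPD libraries HPD2, HPD3 and HPD7 held 5703625, 7697588 and 7448764 reads. Counts were rounded to whole numbers, normalized by TMM and tested in 1 model over all populations with the quasi-likelihood test of edgeR, for the 1858 rows kept by its filter on low counts. Adjusted *p* values are from the Benjamini and Hochberg method. Rows were called differentially expressed at the thresholds of the paper, an adjusted *p* of at most 0.05, a fold change of at least 2 and a mean normalized count above 200. The 6 libraries give no batch, so a batch that follows the diet cannot be told apart from it.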

Here, we determined whether spermatic sncRNAs might be potential vectors of the physiological modifications observed in the progenies from HPD fathers, by analyzing the spermatic small non-coding RNA signature of the HPD fathers. As shown in Figure 7, distribution analysis of sncRNA populations revealed a marked decrease in miRNA population and an increase in tRNA-derived fragments in the HPD groups. On the other hand, length distribution analysis of ribosomal-derived small RNA (rsRNA) evidenced a specific HPD rsRNA signature with a 42 nt peak corresponding to mt-rRNA fragments whose biological significance remains unclear.

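In the sperm of HPD fathers, miRNA made up 13.3 ± 1.93% of the reads of the 4 sncRNA populations, compared to 24.4 ± 4.14% in SD fathers (mean ± standard deviation, n = 3 per group). The tRNA-derived fragments made up 61.8 ± 1.48% in HPD fathers and 52.6 ± 2.33% in SD fathers (± standard deviation, n = 3 per group). The miRNA share was between 11.3% and 15.1% in the HPD libraries, below each of the SD libraries, which were between 20.9% and 28.9%. The tsRNA share of each HPD library was above that of each SD library. The rsRNA share was 23.7 ± 1.81% in HPD fathers and 21.8 ± 4.82% in SD fathers, a difference smaller than the spread between the SD libraries. The piRNA share was 1.18 ± 0.173% and 1.23 ± 0.0500%, respectively. A two-sided exact permutation test gave *p* = 0.1 for miRNA and for tsRNA, the smallest that 3 rats against 3 allow, *p* = 0.5 for rsRNA and *p* = 0.8 for piRNA, and the adjusted *p* over the 4 populations from this exact test were 0.2, 0.2, 0.667 and 0.8. The shares of a library add up to the whole, so a lower share of one population raises the others. The 18S rRNA row is listed at 0 in the SD library CTRL1, and without the 18S rows the rsRNA share was 22.3 ± 1.66% in HPD fathers and 19.4 ± 2.27% in SD fathers (± standard deviation, n = 3 per group).

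**Figure D1:**
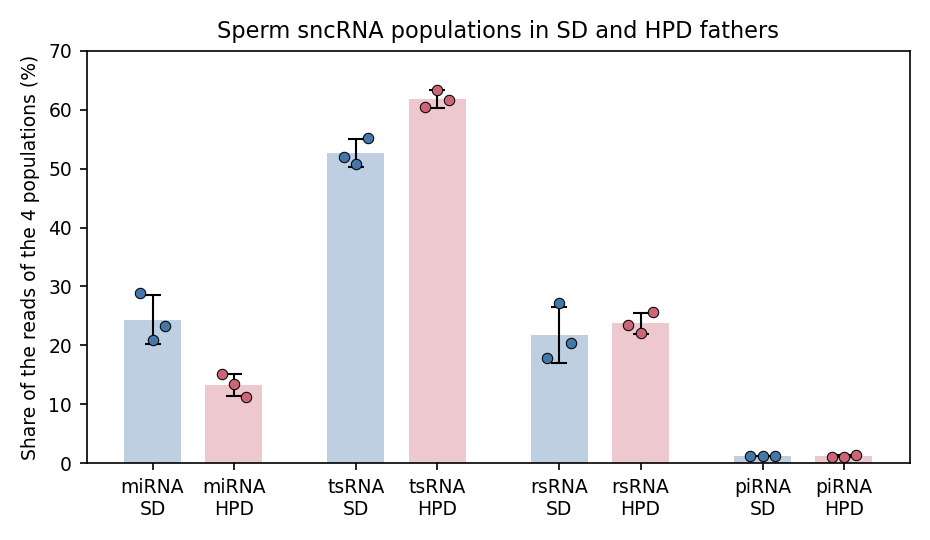
Share of each sncRNA population in the reads of the 4 populations (%, vertical axis) in SD and HPD fathers. Bars are means, error bars are standard deviations and each point is 1 library (n = 3 per group). The HPD libraries lie between 11.3% and 15.1% for miRNA, below the SD libraries at 20.9% to 28.9%.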

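Among the ribosomal fragments, the reads of the 45S rRNA precursor rose in HPD sperm with a log2 fold change of 1.78 (standard error 0.23, adjusted *p* = 0.00188 from edgeR's quasi-likelihood test). Those of 5S rRNA fell, with a log2 fold change of −1.56 (standard error 0.26, adjusted *p* = 0.00421 from the same test). The 28S fragments, the most abundant rRNA row, had a log2 fold change of 0.34 (standard error 0.16, adjusted *p* = 0.322) and the 5.8S fragments one of 0.56 (standard error 0.22, adjusted *p* = 0.198), and neither passed the test. The row named 5.3S-rRNA passed it narrowly, at 1.22 (standard error 0.32, adjusted *p* = 0.0402), and was no longer called with library size alone (adjusted *p* = 0.0676), with rRNA fitted on its own (adjusted *p* = 0.0821) or without CTRL1, CTRL2, CTRL3, HPD3 or HPD7, while its log2 fold change stayed between 0.89 and 1.40 there. The call of 5S rRNA ended without CTRL2 (log2 fold change −1.19, adjusted *p* = 0.054). Reads of 45S and 18S rRNA that were not matched to the genome were also lower in HPD sperm, but 12718 of the 45S reads and 1292 of the 18S reads came from CTRL2, against at most 468 and 158 in any other library. Without CTRL2 the log2 fold change of the unmatched 45S reads was −6.42 and passed the test, and that of the unmatched 18S reads was −4.11, from −7.44 with all libraries, and did not. Without HPD2 the unmatched 18S reads had a log2 fold change of −9.42. The unmatched 18S reads did not pass either without HPD3 or HPD7 or with rRNA fitted on its own (adjusted *p* up to 0.116). In total, of 10 nuclear rRNA rows tested, 2 were higher and 3 lower in HPD sperm (4 higher and 3 lower when adjusted over the list alone). As a list they did not stand apart from the other rows (adjusted *p* = 0.989 from camera, a test of a list against all other rows). Their median log2 fold change was −0.09 and turned above 0 in other settings (0.61 without CTRL2, 0.14 without HPD7, 0.38 with DESeq2, 0.47 with limma, 0.15 with upper quartile factors and 0.70 without the unmatched rows). Their mean of −1.58 rests on the unmatched 45S and 18S rows, and the test pointed upward. Mitochondrial rRNA fragments and read lengths were not analysed here.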

Focusing on the individual piRNA, tsRNA and miRNA differentially expressed between SD and HPD fathers (fold change ≥ 2 or ≤−2, adjusted *p* ≤ 0.05 and meanBase > 200), we identified 2 upregulated piRNAs, 46 deregulated tsRNA fragments (25 downregulated and 21 upregulated) and 56 deregulated miRNA (55 down and 1 up) (Supplementary Materials Table S1). 

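Of 285 rows of miRNA hairpins tested, 281 of them matched to the genome, 62 were lower and none was higher in the sperm of HPD fathers at these thresholds, with edgeR. At an unadjusted *p* under 0.05, 325 of the 1858 rows of all populations passed, and 160 passed after adjustment, 41 higher and 119 lower (85 and 91 with upper quartile factors, which move the median log2 fold change of all rows from 0.03 to 0.28). The count of higher miRNAs was 1 with DESeq2. miR-192 and miR-194, which are transcribed together and abundant in liver, kidney and gut, showed some of the largest falls. The miR-192 hairpin went from 2232 ± 202 normalized counts in SD to 101 ± 27.4 in HPD fathers (± standard deviation, n = 3 per group), a log2 fold change of −4.47 (standard error 0.31, adjusted *p* = 5.70e-05 from edgeR). For miR-194-2 the log2 fold change was −3.99 (standard error 0.37, adjusted *p* = 0.000237). The log2 fold change was −4.05 for miR-455, −2.72 for miR-107, −2.43 for miR-152, −2.16 for miR-99b and −2.11 for miR-155, a miRNA of activated leukocytes, with adjusted *p* from 0.00117 to 0.00249 in edgeR. Without CTRL3, rno-mir-455 had a log2 fold change of −3.40. The most abundant miRNA, miR-26a, also fell, from 103801 ± 9787 to 41563 ± 2166 normalized counts (log2 fold change −1.32, standard error 0.19, adjusted *p* = 0.00246). The next most abundant did not pass the test, with log2 fold changes of −0.45 for miR-21, −0.34 for miR-143, −0.48 for let-7f-2 and −0.73 for let-7g, which passed with library size alone (−0.89, adjusted *p* = 0.0401 for rno-let-7g). The miR-3068 hairpin was at 324 ± 106 in HPD and 141 ± 29.0 in SD fathers (log2 fold change 1.19, standard error 0.36, adjusted *p* = 0.0711 from edgeR) and passed with DESeq2 (adjusted *p* = 0.0151 for rno-mir-3068), upper quartile factors, a mean count of at least 50, miRNAs fitted on their own and without HPD7 (adjusted *p* from 0.00145 to 0.0405). When miRNAs were normalized among themselves instead of with all populations, 24 were lower and 10 higher, and miR-26a was no longer called (log2 fold change −0.54, adjusted *p* = 0.0877). The count of 62 was 40 without CTRL1, 37 without CTRL2, 29 without HPD3 and 41 without HPD7.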

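Of 262 tsRNA rows tested, 24 were higher and 24 lower in HPD sperm at the thresholds, with edgeR. Mature tRNAs carry at their 3' end the bases CCA, which are added after transcription and are not written in the tRNA gene. Among CCA-end fragments matched to the genome, 22 of 34 rows were lower and none was higher at an adjusted *p* of at most 0.05 from edgeR, and their share of the tsRNA reads was 0.785 ± 0.132% in HPD and 2.42 ± 0.542% in SD fathers (± standard deviation, n = 3 per group; two-sided exact permutation *p* = 0.1, the smallest possible, adjusted over 4 such shares *p* = 0.4). The CCA end of tRNA-Arg-CCT had a log2 fold change of −4.68 (standard error 0.41, adjusted *p* = 0.0002), that of tRNA-His-GTG one of −3.65, tRNA-Leu-CAA −3.45, tRNA-Asn-GTT −3.36, tRNA-Leu-CAG −3.05 and tRNA-Ala-AGC −2.83, all past the threshold. CCA-end fragments not matched to the genome differed in 4 of 47 rows, 1 higher and 3 lower. Of the 3' end fragments 9 of 40 rows were higher and 1 lower. The 3' ends held 0.261 ± 0.0461% of the tsRNA reads in HPD and 0.200 ± 0.0658% in SD fathers. The two-sided exact permutation test of this share gave *p* = 0.3 (adjusted *p* = 0.533). Among the largest rises past the thresholds were the 3' ends of tRNA-Ala-TGC (log2 fold change 2.66), tRNA-Thr-TGT (2.32), tRNA-Glu-CTC (1.79), tRNA-Leu-CAG (1.65) and tRNA-Pro-AGG (1.64), and the whole tRNA-Arg-ACG (1.65), but leaving out 1 library ended the call of tRNA-Thr-TGT (without CTRL1, CTRL3, HPD2 or HPD3), of tRNA-Leu-CAG (without CTRL1, CTRL2, HPD2 or HPD3) and of tRNA-Pro-AGG (without CTRL1, HPD2 or HPD3). The log2 fold changes stayed at 1.96 to 2.31 for tRNA-Thr-TGT_3_end, 1.51 to 1.74 for tRNA-Leu-CAG_3_end and 1.52 to 1.63 for tRNA-Pro-AGG_3_end where the calls ended, and that of tRNA-Thr-TGT was 3.35 without CTRL2. The 5' ends, which hold most sperm tsRNA reads (79.2 ± 0.864% in SD and 78.8 ± 0.910% in HPD fathers), had 11 of 46 matched rows higher and 2 lower.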

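Among the most abundant tRNAs, tRNA-Gly-GCC held 888550 ± 130450 normalized counts in HPD and 910767 ± 121860 in SD fathers (± standard deviation, n = 3 per group), with a log2 fold change of −0.04 (standard error 0.18, adjusted *p* = 0.967 from edgeR) whose sign changed between settings. tRNA-Lys-TTT rose (log2 fold change 1.33, standard error 0.18, adjusted *p* = 0.00188), as did tRNA-Ser-GCT (1.18, standard error 0.20, adjusted *p* = 0.00451), whose call ended without CTRL2 (log2 fold change 1.19, adjusted *p* = 0.0543). tRNA-Glu-CTC fell (−1.14, standard error 0.18, adjusted *p* = 0.00345). Its log2 fold change stayed negative without CTRL2 (−0.93), HPD2 (−1.10) or HPD3 (−1.16) and with no filter on low counts (−0.88), but its call ended there (adjusted *p* from 0.054 to 0.0849). tRNA-Ser-AGA had a log2 fold change of 0.64 and did not pass (adjusted *p* = 0.0922), but passed with upper quartile factors, no filter, a mean count of at least 50 and without HPD7 (log2 fold changes from 0.78 to 0.90, adjusted *p* from 0.00614 to 0.0427). Of 9 sperm-abundant 5' tsRNAs of Gly, Glu, Val, Lys and His, 1 was higher and 1 lower (1 higher and 3 lower when adjusted over the list alone), and the list had a median of −0.23, or 0.02 with upper quartile factors (adjusted *p* = 0.503 from camera). Tested as lists against all rows, the 5' ends (median log2 fold change 0.60, adjusted *p* = 0.00238) and 3' ends (0.80, adjusted *p* = 3.83e-05) stood higher and the CCA ends lower (−0.52, adjusted *p* = 3.76e-06, with medians of −1.64 in the 34 matched and 0.17 in the 47 unmatched rows), while with an estimated correlation the adjusted *p* were 0.378, 0.327 and 0.3, and without CTRL1 the 5' ends did not pass (median 0.53, adjusted *p* = 0.138 for list: tsRNA, 5' end). When adjusted over the list alone, 22 of 47 5' ends were higher and 4 lower, 10 of 40 3' ends were higher and 2 lower, and 11 of 81 CCA ends were higher and 33 lower. The split of the 48 tsRNA rows into 24 higher and 24 lower was 44 and 18 with upper quartile factors, 51 and 16 with no filter, 36 and 24 with a mean count of at least 50, 17 and 26 with library size alone, and 13 and 33 with tsRNA fitted on its own. With the 178 nested rows left out, 7 whole-tRNA rows were higher and 3 lower, and without HPD3 10 of 263 tsRNA rows, nested rows included, were higher and 15 lower. The piRNAs rno-piR-61384 (log2 fold change 2.83, standard error 0.47, adjusted *p* = 0.00421) and rno-piR-61534 (2.74, standard error 0.53, adjusted *p* = 0.00867) were higher in HPD sperm. Of 1300 piRNAs tested no other passed the thresholds. A mean normalized count of at least 50 was reached by 109 piRNAs, and the thresholds ask for more than 200. Most of the 1300 could therefore not pass, whatever their change. With piRNAs fitted on their own rno-piR-61384 and rno-piR-61534 were not called (adjusted *p* = 0.151 and 0.197), while their log2 fold changes were 2.75 and 2.66. Without CTRL1, which held 129 and 199 normalized counts against 45.4 to 60.1 in the other SD libraries, the log2 fold changes were 3.55 and 3.65.

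**Figure D2:**
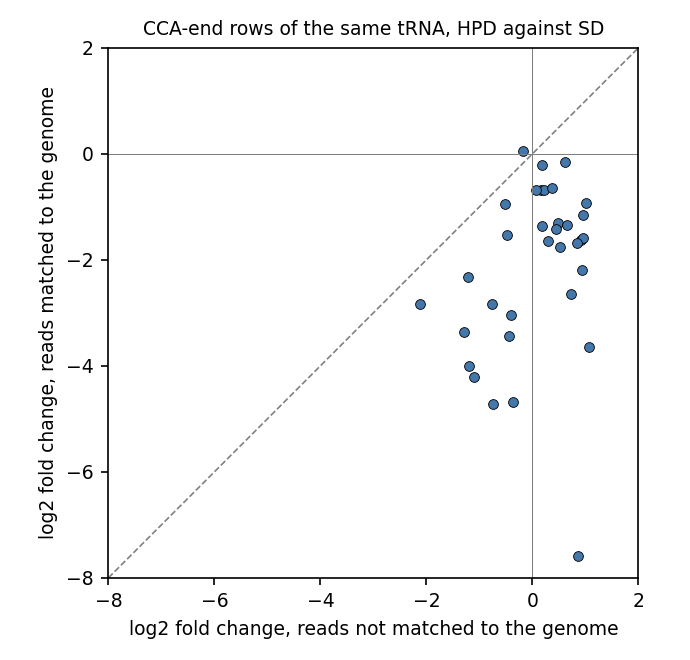
log2 fold change in HPD against SD of the CCA-end fragments of 34 tRNAs, with reads matched to the genome on the vertical and reads not matched on the horizontal axis. Each point is 1 tRNA and the dashed line marks equal change. In 33 of the 34 the matched reads have the lower log2 fold change.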

Interestingly, 21 out of 56 deregulated miRNAs are found to be biologically involved in insulin sensitivity (Supplementary Materials Table S2). Furthermore, using the miRDP database, we identified 2464 gene targets of these 56 deregulated miRNAs (prediction score ≥ 80) [33]. Metascape analysis [34] performed with all of these gene targets showed high enrichment, with high statistical significance (−log_10_(*p*) range of 10–16), of developmental processes and regulation of biological processes (positive regulation of the metabolic process and biological process) (Figure 7C).

## 4. Discussion

This study aimed at the evaluation of the impact of paternal high-protein diet on the metabolic health of the descendants. High-protein diets have been promoted on the basis of their role in body’s energy homeostasis and they have been proposed as an efficient means for weight loss in overweight or obese individuals [10,35]. Several studies have also reported an improved glucose homeostasis, potentially by direct effects on insulin resistance and insulin secretion [13,14,15]. However, depending on the duration of the consumption of high-protein diets and the source of dietary proteins, the reported effects largely vary and some studies even show detrimental effects of the consumption of excess protein on glucose homeostasis [36,37,38,39]. Importantly, negative effects on general health have also been reported. For instance, long term excessive protein intake may be detrimental to individuals with a history of kidney dysfunction [40]. With the popularization of protein consumption above the recommended dietary allowance (0.8 g/kg body weight/day for adults), especially among young men in age of reproduction, it is important to investigate the effects of this type of diet, not only on the metabolic health of the individuals exposed to it, but also on their progeny. In our study, we used a high-protein diet, which was enriched in casein, to keep analogy with the most widely consumed protein supplements, which are casein-rich dietary proteins. We showed that up to 3 months of direct exposure to HPD produced beneficial metabolic effects on fathers (F0), as reflected by decreased body weight gain, increased lean mass, and also reduced blood glucose levels. It should be noted that, in this study, we used an isocaloric diet, in which high-protein content was associated with a low proportion of carbohydrates. This could be, in part, accountable for the lower blood glucose levels in HPD-fed males compared to that exhibited by males fed with SD.

In addition to the effects of HPD in adult male rats, the main objective of our study was to determine its effects on the next generation (F1). First, we found that paternal HPD did not significantly alter the size of litters, nor did it influence the sex ratio within the litters at E18 (55% females–45% males) when compared to litters from SD fathers. In contrast to our findings, sex ratio modification in favor of females was reported when fathers were fed with a low-protein diet [41].

The assessment of the adult descendants of HPD fathers revealed an alteration of offspring’s metabolic parameters in a sex-specific manner, affecting only the male progeny, while the metabolic traits of female F1 remained unaltered compared to age-matched female offspring of SD fathers. In studies on early-life paternal or maternal programming of diseases, wherever F1 from both sexes were investigated, different phenotypes among male and female offspring are often reported. The reasons for this sexual dimorphism are certainly multiple, but the role of estrogens might be a likely mechanism, as estrogens have been shown to exert protective actions against cardiovascular diseases and type 2 diabetes [42,43].

To the best of our knowledge, to date, there are no other reports on the consequences of high-protein diet intake by fathers, on the metabolic health of their progeny. In contrast, the effects of maternal consumption of either high-protein or low-protein diets during gestation and/or lactation have been largely documented. Rat fetuses exposed to maternal protein restriction during the third part of pregnancy have a dramatic decrease in their β cell mass [44]. Moreover, high-protein diet during gestation, but not lactation, resulted in increased susceptibility to obesity and to glucose intolerance in female offspring [22].

During the last decade, studies based on other types of nutritional interventions in fathers have shown profound effects on the metabolic phenotype of their offspring. For instance, in mice, consumption of a high-fat diet by male genitors induced glucose intolerance and β cell dysfunctions exclusively in female offspring [5,6,45]. In addition, lifestyle interventions such as paternal exercise have been shown to have protective effects on the metabolic health of offspring, and decrease the risk of T2D induced by a high-fat diet [46]. Recently, Watkins et al. have investigated the impact of a low-protein diet ingested by fathers on the cardiovascular and metabolic function of progeny in a mouse model [41]. They report vascular dysfunction and glucose intolerance in both male and female offspring, while only adult male offspring developed hypotension and elevated heart rate [41].

Our present study suggests a beneficial effect of HPD consumption by fathers, on their male progeny, in terms of insulin sensitivity. Indeed, as early as at 3 months of age, increased whole-body insulin sensitivity was apparent in male F1 from HPD fathers, which was sustained until the age of 6 months. Intriguingly, paternal HPD intake resulted in reduced in vivo insulin secretion, in response to glucose, in HPD/F1 compared to SD/F1. A plausible explanation for the reduced insulin secretion in the male offspring of HPD fathers would be that the decreased insulin secretion might be an adaptive response. Indeed, one could speculate that in our model, the insulin response to intraperitoneal glucose during IPGTT is appropriately reduced to accommodate the greater whole-body insulin sensitivity. This feature has been reported in a study in cholecystokinin-deficient mice, which exhibited adaptive reduced insulin secretion in the face of increased insulin sensitivity [47]. However, another interpretation for these results is that the β cell secretory function could be negatively affected by paternal HPD consumption. The effects of HPD consumption by fathers on the pancreatic phenotype of the progeny has not been investigated elsewhere. Only one study has investigated the effects of taurine supplementation in obese fathers, and showed that paternal intake of this specific amino acid partially reversed the deleterious effects of paternal obesity on insulin secretion and islet morphology in F1 offspring [48]. Interestingly, taurine has also been implicated in normal fetal β cell function during development [49].

Thus, the above studies point to a rather positive effect of paternal supplemental amino-acid intake towards β cell function in their progeny, which is in contrast with the reduced insulin secretion found in the male progeny of HPD fathers in our study. It is established that reduced glucose-induced insulin secretion in vivo could be caused by a decreased number of pancreatic β cells and/or a deficiency in the secretory capacity of these cells. Our morphometric analysis in male HPD/F1 showed that the β cell mass and islet morphology were unaltered in the adult male offspring of these rats compared to their SD/F1 counterparts. Moreover, the development of β cells during the fetal life (E18 days) was similar in fetuses from HPD fathers and those from SD fathers. Further, the expression of key transcription factors involved in pancreas development was not affected in the pancreases of fetuses from HPD fathers (data not shown). A high-fat diet is known to induce islets fibrosis in rodents [28]. Interestingly, when fed with a high-fat diet for two months, male offspring of HPD fathers (HPD/F1/HFD group) exhibited a smaller percentage of fibrotic islets compared to the islets of SD/F1/HFD males, suggestive of a rather protective effect of paternal HPD. Moreover, the so-called plasticity of β cells, illustrated by the increase in the β cell mass in the face of insulin resistance, was preserved and even increased in the male progeny of HPD fathers fed with a high-fat diet for 2 months. Collectively, these data indicate that the reduced glucose-induced insulin secretion in vivo in F1 from HPD fathers is not caused by the reduction in β cell number, nor their secretory capacity, but rather is an adaptive mechanism in response to increased insulin sensitivity. Nevertheless, a potential detrimental effect of paternal high-protein intake in specific contexts, such as congenital or acquired impairment of insulin secretion in susceptible individuals, should not be overlooked.

Our additional experiments with high-fat diet during two months in F1 from HPD and SD fathers revealed that HPD/F1/HFD males were less insulin resistant than animals from SD fathers (SD/F1/HFD), suggesting that the improvement of insulin sensitivity is sustained even under a metabolic challenge.

Gene expression studies revealed that a number of genes involved in the regulation of insulin sensitivity were modulated in HPD/F1 males exposed to HFD. *Pparα* and *Pparg* are important integrators of cellular glucose and lipid metabolism and a positive regulator of insulin sensitivity in the liver [50]. In our study, we found that the expression of *Pparg* was upregulated in the liver of HPD/F1/HFD. The expression of *Adcy3*, the gene encoding for adenylate cyclase 3, was also higher in the liver of HPD/F1/HFD males compared to SD/F1/HFD. *Adcy3* has been implicated in the regulation of body adiposity [51,52], but also has metabolic roles in the liver and muscle [53,54]. Interestingly, reduced expression of hepatic *Adcy3* results in increased vulnerability to diet-induced hepatic insulin resistance in mice [55]. Therefore, we could speculate that increased expression of this gene in HPD/F1/HFD rats could contribute to the enhanced insulin sensitivity found in this group compared to the SD/F1/HFD group. The expression of another Adenylate cyclase, namely the *Adcy5*, was modulated in the adipose tissue of HPD/F1/HFD rats. Anja et al. have reported that changes in *Adcy5* expression were related to adverse fat distribution and adipose tissue dysfunction, and that mice fed with a high-fat diet have increased expression of *Adcy5* mRNA [56]. In line with this report, here we show that SD/F1 fed with HFD have higher levels of *Adcy5* mRNA in the adipose tissue when compared to control SD/F1 on a regular diet, whereas HPD/F1 males did not increase their expression of *Adcy5* in the epididymal adipose tissue following the metabolic challenge (HPD/F1/HFD group), suggesting a programmed protective effect of paternal HPD intake on this parameter.

We have also found differences in the hepatic expression of *Foxo1*. *Foxo1* is an essential factor in the regulation of energy and glucose metabolism [57]. Abnormal expression of *Foxo1* protein is associated with metabolic disorders [58] and the use of *Foxo1* inhibitors resulted in the improvement of glucose metabolism [59]. In our study, the ingestion of the high-fat diet resulted in the upregulation of *Foxo1* in the liver of SD/F1/HFD compared to SD/F1/SD rats but not in HPD/F1/HFD rats. This could contribute to the improved insulin sensitivity observed in HPD/F1/HFD.

Overall, the results of our gene expression study point to the upregulation of genes positively involved in insulin sensitivity, and the downregulation of genes implicated in insulin resistance, in the HPD offspring exposed to a metabolic challenge.

The enhanced insulin sensitivity reported in our study could be associated with epigenetic paternal germline modifications induced by paternal HPD exposure. Based on several studies showing that changes in small non-coding RNA occur in relation to the nutritional environment of paternal sperm and could act as vectors of epigenetic intergenerational inheritance of diet-induced epigenetic modifications [29,30,31,32], we deeply analyzed the spermatic small non-coding RNA signature of the HPD fathers.

We identified a specific spermatic small non-coding RNA signature in HPD fathers, with a significant number of deregulated miRNA compared to SD fathers. 

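Several miRNA families were lower in HPD sperm in most or all members, and no miRNA of the germ cell lists passed the test. The median log2 fold change of all miRNA rows was −0.86, against 0.03 for the rows of all populations. It was −0.99 with library size alone, −0.71 with a mean count of at least 50 and −0.61 with upper quartile factors. The medians of all rows were −0.09, 0 and 0.28 there, so the size of the shift depends on the setting. The values of single families are to be read against this shift. Of the germ cell family of miR-34 and miR-449, none of 3 hairpins passed the test, whether adjusted over all rows or over the list alone, with log2 fold changes of 0.72 for miR-34b and 0.14 for miR-34c. Of 14 X-linked testis miRNAs none passed either, whether adjusted over all rows or over the list alone, with a median of 0.10 (−0.04 with library size alone, −0.07 without CTRL3) and values of 0.14 for miR-741 and 0.06 for miR-743b. In the miR-10/99/100 family 5 of 5 members fell, among them miR-10a (−1.53, standard error 0.29), miR-99a (−1.96, standard error 0.23) and miR-100 (−2.10, standard error 0.31). In the miR-23/27/24 clusters 5 of 5 fell, with −1.65 for miR-23a and −1.24 for miR-27b. Of the miRNAs of the HOX clusters, which pattern the body axis, 5 of 5 fell, with −1.80 for miR-196a. The HOX list shares miR-10a and miR-10b with the miR-10/99/100 family, so the counts of these lists overlap. Of the miR-30 family 4 of 5 fell (5 when adjusted over the list alone), with −1.41 for miR-30a and −1.32 for miR-30d, and of the miR-181 family 3 of 4, with −1.37 for miR-181a-2. The 8 names of the let-7 list did not pass, with a median of −0.63 that was 0.04 with miRNAs normalized among themselves. That list leaves out let-7g, which had a log2 fold change of −0.73 and did not pass either (adjusted *p* = 0.186 from edgeR), except with library size alone. These lists were chosen after Table S1 had been read and are not independent of it. Counts are at an adjusted *p* of at most 0.05 from edgeR, and the counts not given a second value were equal when adjusted over the list alone.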

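Markers of somatic cells were also lower in part. Of 6 leukocyte miRNAs 4 fell, miR-155 among them, with log2 fold changes of −2.11 for miR-223, −1.27 for miR-146a and −1.02 for miR-142, while miR-150 had a log2 fold change of −0.33 and miR-146b one of −0.40. The endothelial miR-126a fell, with −2.11 (standard error 0.34, adjusted *p* = 0.00358 from edgeR). Of 4 miRNAs of smooth muscle and stroma 2 fell (3 when adjusted over the list alone), miR-199a with −1.79 and miR-214 with −2.03. Of 7 epithelial miRNAs, which the epididymis expresses, miR-203a alone fell, with −1.40, and miR-205 had a value of 0.23. Of 3 erythroid miRNAs miR-451 fell, with −1.11, and none of 3 miRNAs of striated muscle passed, a list whose median was 0.06 (−0.36 without CTRL3) and mean −0.01 and whose test pointed upward. With camera against all rows, the families miR-10/99/100, miR-23/27/24, HOX, miR-30, miR-181 and let-7 and the leukocyte, endothelial, epithelial and smooth muscle lists were lower (adjusted *p* from 8.08e-06 to 0.0447), but with an estimated correlation none was, with adjusted *p* from 0.11 to 0.508. With fry, which does not set a list against other rows, all of these passed except let-7 and the epithelial list. The adjusted *p* from fry were 0.000774 to 0.0252, and 0.227 for let-7 and 0.261 for the epithelial list. The shift of all miRNA rows enters that test. With camera, the germ cell, X-linked, erythroid and striated muscle lists did not pass (adjusted *p* = 0.417, 0.645, 0.0645 and 0.854), though the erythroid list passed without HPD3 (median −0.81, adjusted *p* = 0.0411 for list: erythroid). Against the other miRNAs only, the X-linked list was higher (adjusted *p* = 0.000308; 0.522 with an estimated correlation) and no list was lower at an adjusted *p* of at most 0.05. With miRNAs normalized among themselves, the medians of the germ cell and X-linked lists were 0.94 and 0.90, and those of the epithelial, erythroid and let-7 lists turned above 0, to 0.12 and 0.24 for the epithelial and erythroid lists. The medians of the other lists that were lower moved toward 0, from −1.96 to −1.19 for miR-10/99/100, −1.49 to −0.73 for miR-23/27/24, −1.81 to −1.08 for HOX, −1.32 to −0.53 for miR-30, −1.41 to −0.63 for miR-181, −1.15 to −0.34 for leukocyte, −2.11 to −1.30 for endothelial and −1.32 to −0.56 for smooth muscle miRNAs. The epithelial list lost its call without CTRL1, HPD3 or HPD7 (medians −0.12, −0.67 and −0.37) and let-7 without HPD7 (median −0.17), and the endothelial miR-126a as a list of 1 without CTRL1, CTRL3, HPD2 or HPD7 (log2 fold changes from −1.96 to −1.88, adjusted *p* from 0.051 to 0.0871 for list: endothelial). The paper concludes that HPD fathers have a specific spermatic signature with a significant number of deregulated miRNAs.

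**Figure D3:**
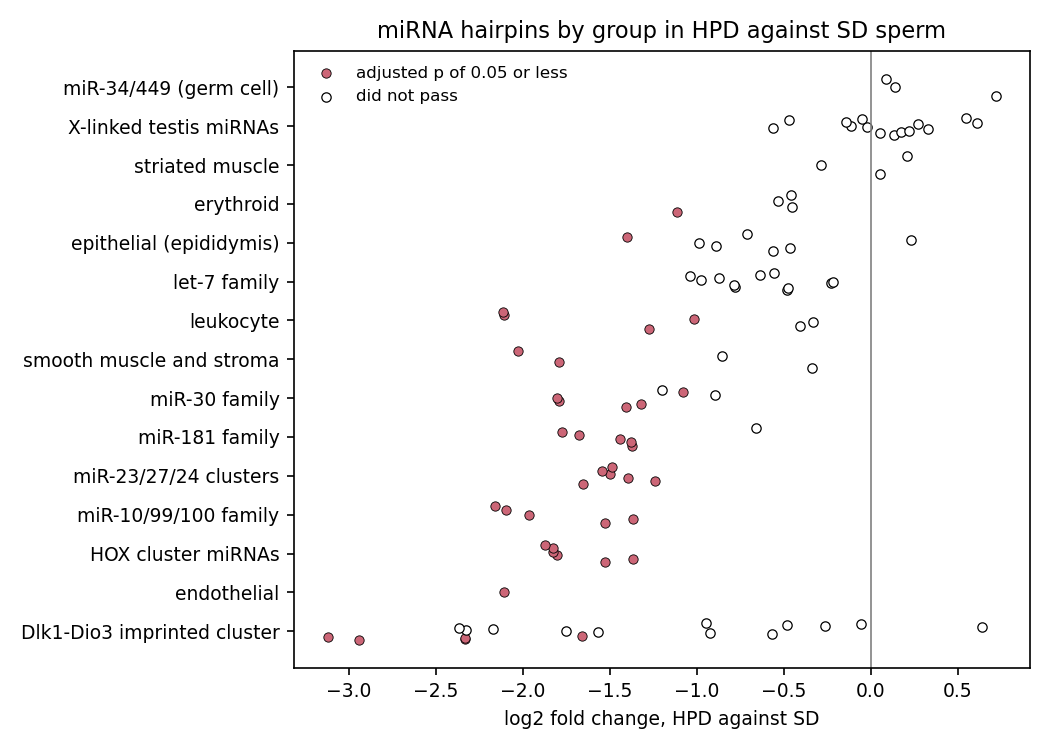
log2 fold change of miRNA hairpins in HPD against SD sperm (horizontal axis), by family or cell type (vertical axis). Each point is 1 hairpin row, filled where the adjusted *p* from edgeR was at most 0.05. The 14 X-linked testis miRNAs lie between −0.56 and 0.61, and the miR-10/99/100 family between −2.16 and −1.37. With miRNAs normalized among themselves, the medians of the epithelial, erythroid and let-7 groups are above 0.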

Interestingly, 21 out of 56 deregulated miRNA were involved in insulin sensitivity, as indicated in Supplementary Materials (Table S2). To just cite a few, we found that miR378a was downregulated in the sperm of HPD fathers compared to SD fathers. 

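The miR-378a hairpin, which lies in an intron of the metabolic coactivator gene Ppargc1b, was 12.2 times lower in HPD than in SD fathers. Its normalized count was 184 ± 13.4 in HPD and 2240 ± 211 in SD fathers (± standard deviation, n = 3 per group). The log2 fold change was −3.60 (standard error 0.26, adjusted *p* = 5.70e-05 from edgeR's quasi-likelihood test), and the HPD libraries lay between 169 and 192 and the SD libraries between 1996 and 2363. The row counts reads of both arms of the hairpin. The call held in all 19 other settings tried, and the log2 fold change was −2.81 with miRNAs normalized among themselves.

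**Figure D4:**
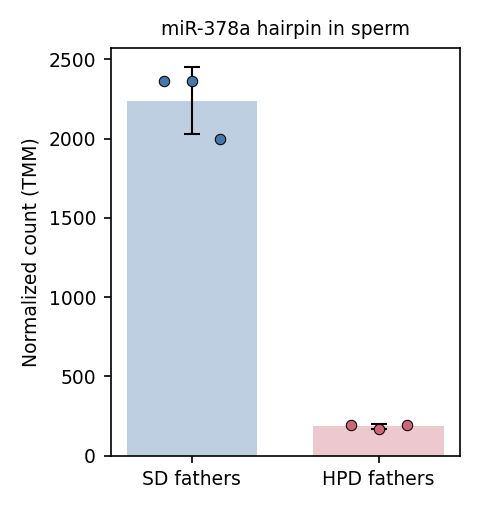
Normalized count of the miR-378a hairpin (TMM, vertical axis) in SD and HPD fathers. Bars are means, error bars are standard deviations and each point is 1 library (n = 3 per group). The HPD libraries lie at or below 192 and the SD libraries at or above 1996.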

Interestingly, overexpression of miR-378 has been shown to induce hepatic insulin resistance, suggesting a negative metabolic role for this miRNA [60]. In addition, we found a downregulation of miR-199a-3p in the sperm of HPD fathers. miR-199a-3p has been reported for its role in the modulation of obesity-associated insulin resistance and inflammatory responses [61]. This miRNA is upregulated in the plasma of T2D patients [62]. These data were consistent with a potential role of the small RNA of sperm as a vector of epigenetic inheritance in our model.

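The row of the miR-199a hairpin holds the reads of its 5' and 3' arms together, so miR-199a-3p by itself was not analysed here. The hairpin was 3.45 times lower in HPD sperm, with 1946 ± 347 normalized counts in HPD and 6723 ± 647 in SD fathers (± standard deviation, n = 3 per group). Its log2 fold change was −1.79 (standard error 0.23, adjusted *p* = 0.00188 from edgeR's quasi-likelihood test), and −1.04 with miRNAs normalized among themselves. The lowest SD library, at 6294, was above the highest HPD library, at 2198. The 3' arm has the same sequence in the related miR-199b hairpin, so reads of that hairpin can be counted here. The miR-199a hairpin is also a member of the smooth muscle and stroma list. Less RNA of somatic cells therefore stays open as a source of its fall.

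**Figure D5:**
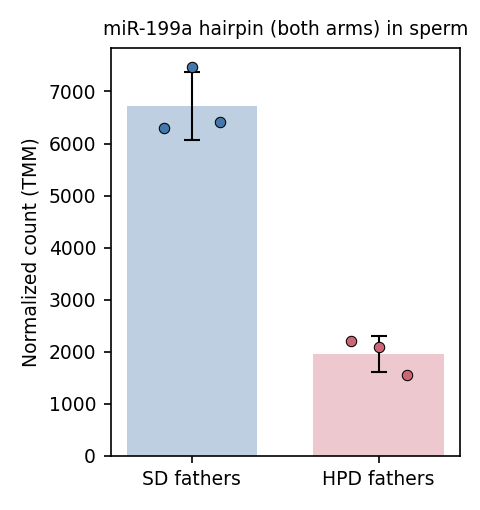
Normalized count of the miR-199a hairpin, both arms together (TMM, vertical axis), in SD and HPD fathers. Bars are means, error bars are standard deviations and each point is 1 library (n = 3 per group). The SD libraries lie at or above 6294 and the HPD libraries at or below 2198.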

To conclude, in this study, we have added to the growing body of evidence linking the pre-conception nutritional status of fathers to the metabolic status of their progeny in adulthood. Our findings, which reveal that paternal high-protein diet enhances insulin sensitivity in male offspring, constitute a novel and potentially important observation and warrant additional investigation to uncover the associated molecular mechanisms. We have also established that offspring of HPD fathers have decreased GIIS. Although it is most likely that this is an adaptive mechanism in response to increased insulin sensitivity, a potential detrimental effect of paternal high-protein diet intake in the context of congenital impairment of insulin secretion should not be overlooked, and warrants further attention. As the consumption of protein-based meals and protein powders as nutritional supplements are becoming popular among young men, investigations of their impact on the metabolic health of their descendants should be extended.

## Figures and Tables

**Figure 1:**
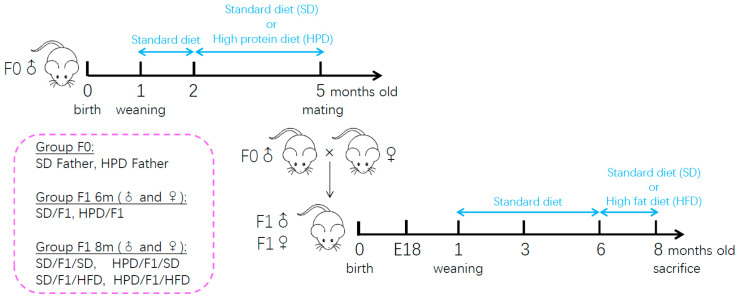
Schematic diagram of the experimental design.

**Figure 2:**
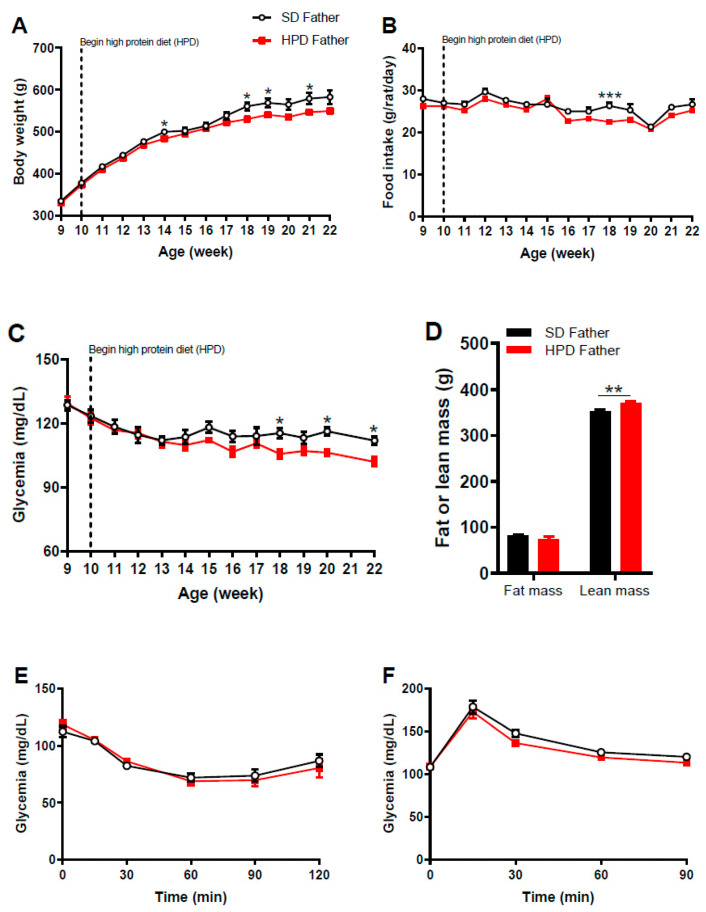

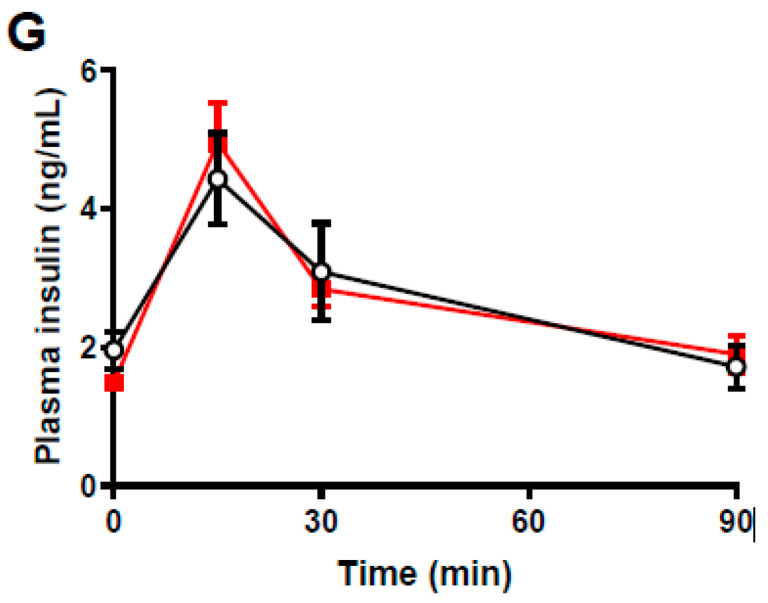
Evolution of body weight, food intake, blood glucose level, body composition and parameters of glucose homeostasis in HPD and SD fathers. Ten-week-old male Wistar rats were fed with high protein diet (HPD) or standard diet (SD) for up to 12 weeks (HPD Father, *n* = 8; SD Father, *n* = 6). (**A**) Body weight, (**B**) food intake and (**C**) glycemia were monitored weekly in HPD and SD rats. (**D**) Body composition, (**E**) insulin tolerance test (insulin, 0.5 U/kg body weight), (**F**) intraperitoneal glucose tolerance test (glucose, 1 g/kg body weight) and (**G**) measurement of glucose-induced insulin secretion (GIIS) were performed after 12 weeks of HPD feeding. Results are expressed as means ± SEM. * *p <* 0.05, ** *p* < 0.01 and *** *p* < 0.001.

**Figure 3:**
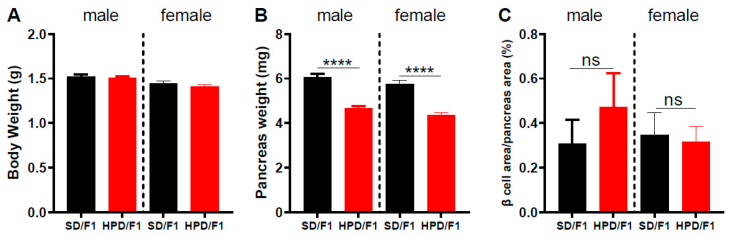
Body weight and pancreatic parameters of male and female fetal progenies from HPD and SD fathers at embryonic day 18 post-conception (E18). After 2 months of specific diet, HPD and SD fathers were mated with Wistar females fed with a standard diet. F1 male and female offspring were studied separately at the embryonic day 18 post-conception (E18). (**A**) Body weight, (**B**) pancreas weight and (**C**) the relative β cell area of male and female F1 fetuses at E18. SD/F1: offspring from SD father; HPD/F1: offspring from HPD father. Results are expressed as means ± SEM. *n* = 14–20 (**A**,**B**); *n* = 4 (**C**). **** *p* < 0.0001.

**Figure 4:**
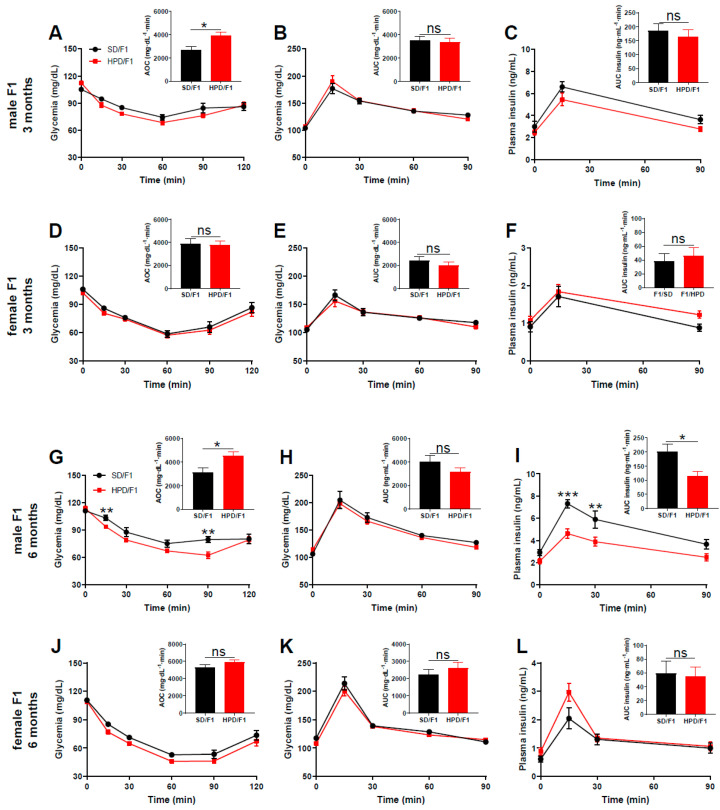
Parameters of glucose metabolism in 3 months old and 6 months old F1 from HPD and SD fathers. (**A**) Insulin tolerance test in male HPD/F1 and SD/F1 at the age of 3 months, (**B**) intraperitoneal glucose tolerance test in male HPD/F1 and SD/F1 at 3 months old and (**C**) glucose-induced insulin secretion in male F1 during IPGTT at the age of 3 months. (**D**) Insulin tolerance test in female HPD/F1 and SD/F1 at the age of 3 months, (**E**) intraperitoneal glucose tolerance test in female HPD/F1 and SD/F1 at the age of 3 months and (**F**) glucose-induced insulin secretion of female F1 during IPGTT at the age of 3 months. (**G**) Insulin tolerance test in male HPD/F1 and SD/F1 at the age of 6 months, (**H**) intraperitoneal glucose tolerance test in male HPD/F1 and SD/F1 at the age of 6 months and (**I**) glucose-induced insulin secretion in male F1 during IPGTT at the age of 6 months. (**J**) Insulin tolerance test in female HPD/F1 and SD/F1 at the age of 6 months, (**K**) intraperitoneal glucose tolerance test in female HPD/F1 and SD/F1 at the age of 6 months and (**L**) glucose-induced insulin secretion of female F1 during intraperitoneal glucose tolerance test at the age of 6 months. Area over the curve (AOC) (**A**,**D**,**G**,**J**) and area under the curve (AUC) (**B**,**C**,**E**,**F**,**H**,**I**,**K**,**L**) are shown in the insert. For all groups: Insulin tolerance test: insulin, 0.5 U/kg body weight; Intraperitoneal glucose tolerance test: glucose, 1 g/kg body weight. SD/F1: offspring from SD father; HPD/F1: offspring from HPD father. Seven to eleven animals were used in each group. Results are expressed as means ± SEM. * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001.

**Figure 5:**
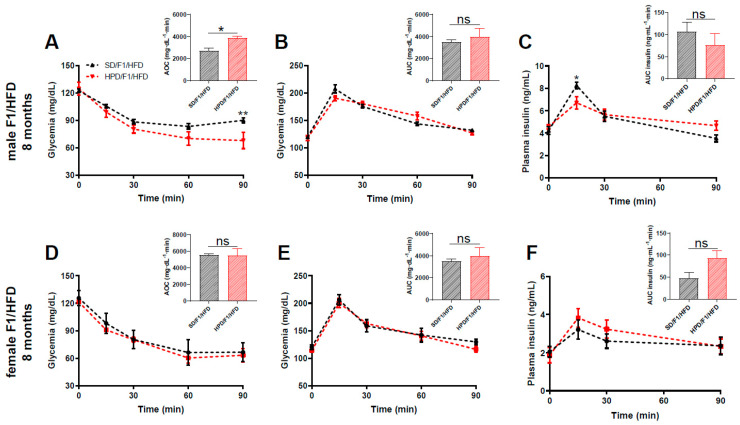
Parameters of glucose metabolism in 8 months old F1 from HPD and SD fathers following metabolic challenge. (**A**) Insulin tolerance test, (**B**) intraperitoneal glucose tolerance test and (**C**) glucose-induced insulin secretion in male HPD/F1/HFD and SD/F1/HFD, at the age of 8 months. (**D**) Insulin tolerance test, (**E**) intraperitoneal glucose tolerance test and (**F**) glucose-induced insulin secretion in female HPD/F1/HFD and SD/F1/HFD, at the age of 8 months. Area over the curve (AOC) (**A**,**D**) and area under the curve (AUC) (**B**,**C**,**E**,**F**) are shown in the insert. For all groups: Insulin tolerance test: insulin, 0.5 U/kg body weight; Intraperitoneal glucose tolerance test: glucose, 1 g/kg body weight. SD/F1/HFD: offspring from SD father fed with HFD; HPD/F1/HFD: offspring from HPD father fed with HFD. Four to six animals were analyzed in each experimental group. Results are expressed as means ± SEM. * *p* < 0.05 and ** *p* < 0.01.

**Figure 6:**
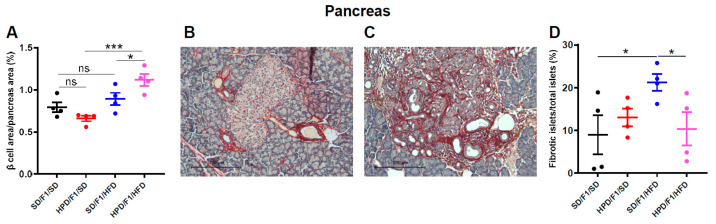

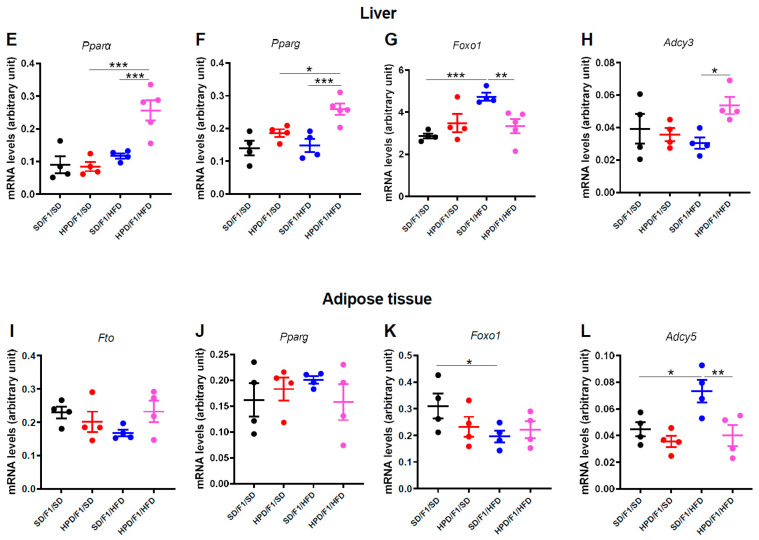
Pancreatic parameters and gene expression study in male offspring from SD and HPD fathers, before and after metabolic challenge. Morphometric analysis of β cells was performed on pancreatic sections of male SD/F1/SD, HPD/F1/SD, SD/F1/HFD and HPD/F1/HFD, at the age of 8 months. (**A**) The relative β cell area over total pancreas area was measured. (**B**) To detect islet fibrosis, pancreatic sections of 8 months old male SD/F1/HFD and (**C**) HPD/F1/HFD were stained with Picro Sirius Red solution, followed by counterstaining with Papanicolau’s solution. (**D**) Quantification of fibrosis expressed as the percentage of fibrotic islets over total number of islets per pancreas. Real-time PCR in male SD/F1/SD, HPD/F1/SD, SD/F1/HFD and HPD/F1/HFD at the age of 8 months was performed on samples from liver (**E**,**F**,**G**,**H**) and epididymal adipose tissue (**I**,**J**,**K**,**L**) for the indicated genes, and normalized to *Cyclophilin A*. The experiments were performed in duplicates. Four to five rats were analyzed in each experimental group. Results are expressed as means ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 7:**
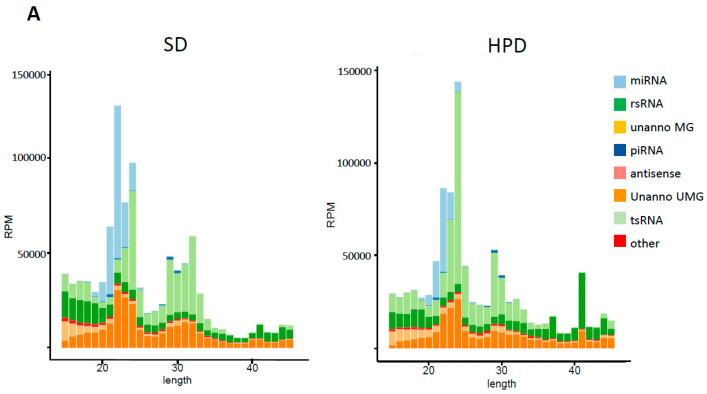

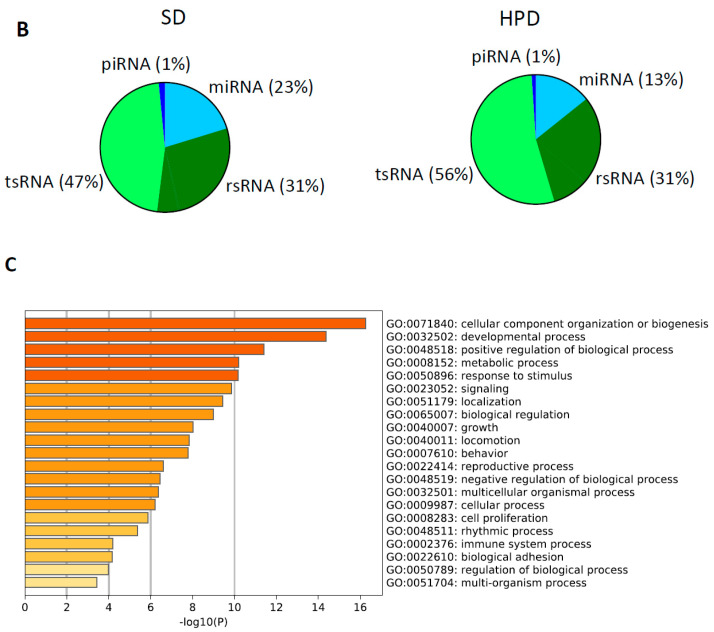
Deep sequencing analysis of small RNAs from SD and HPD spermatozoa. (**A**) Length distribution of small RNAs from SD and HPD spermatozoa. (**B**) Mean proportion of each small RNA population across each group (n = 3). (**C**) Enrichment of biological categories with 2464 gene targets of deregulated miRNAs in the HPD spermatozoa.

**Table 1:** List of rat primers used in this study.

Gene		Sequence
*Foxo1*	F	CTCACACATCTGCCATGAACCG
	R	AAATCCAAGGTATCTCCGTCCA
*Pparg*	F	CCACACTATGAAGACATCCCGTT
	R	ATGCTTTATCCCCACAGACTCG
*Pparα*	F	CTTCATCACCCGAGAGTTCCT
	R	TCATCCAGTTCGAGGGCATT
*Adcy3*	F	CGGCCATGGTGGAGATACTTA
	R	CCAAGATGAGAAGGCCACGA
*Adcy5*	F	GGGAGAACCAGCAACAGG
	R	CATCTCCATGGCAACATGAC
*Fto*	F	CGCCGCATGTCAGACCTTC
	R	TCCACTTCATCATCGCAGGAC
*Cyclophilin A*	F	AACCCCACCGTGTTCTTCGAC
	R	TGCCTTCTTTCACCTTCCCAA
*Hprt1*	F	TTGTTGGATATGCCCTTGACT
	R	CCGCTGTCTTTTAGGCTTTG
*Tbp*	F	CGTGAATCTTGGCTGTAAACTTGA
	R	GCTGCTAGTCTGGATTGTTCTTCA

## Data Availability

The data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biom11050751/s1, Figure S1: Evolution of body weight and glycemia of male and female F1 from HPD and SD fathers from weaning to 24 weeks of age, Figure S2: Comparative of insulin tolerance test (ITT) and intraperitoneal glucose tolerance test (IPGTT) between male F1 and female F1, Figure S3: Evolution of body weight evolution and glycemia in male and female offspring fed with high-fat diet, Figure S4: Insulin tolerance test and intraperitoneal glucose tolerance test in 8 months old F1 from HPD and SD fathers fed with standard diet or high-fat diet, Figure S5: Parameters of glucose homeostasis in 8 months old F1 from HPD and SD fathers fed with standard diet, Table S1: Small RNA content of sperm from HPD and SD fathers, Table S2: deregulated miRNA involved in insulin sensitivity.

How the deposited data were processed for this re-analysis (not part of the article)

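Small RNA of epididymal sperm was sequenced from 3 SD and 3 HPD fathers, which the paper describes as individual rats. The authors trimmed adapters, discarded short reads, annotated the reads with SPORTS1.0 against the rat build Rnor_6.0 and a piRNA database, and deposited 2 tables of the 6 libraries. The submitters' processing notes also name Bowtie, DESeq and DESeq2, and the mouse build mm9 beside Rnor_6.0. The first table holds the authors' estimated counts per annotated small RNA, which are not normalized and can be fractions of a read. The second holds the authors' normalized counts, a signal equal to the count cut to a whole number and divided by 1 factor per library. These factors equalled the size factors that DESeq2 gives on the cut counts, and 100% of the values in each library were equal within 1e-06, so the whole-number counts behind it were recovered.

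Libraries were grouped by diet. The column names of the HPD libraries hold 2 numbers that differ, so single columns were not tied to numbered rats. The row of snoRNA is a total that names no single RNA. It made up 0.536%, 0.293% and 0.439% of the reads in the SD and 1.39%, 1.45% and 1.25% in the HPD libraries and was left out of library sizes and tests.

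Estimated counts were rounded and tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood test, Benjamini-Hochberg adjustment over 1858 of 26562 rows). Standard errors of log2 fold changes were derived from the F statistic. Library size was the sum of rows that are not nested in another row. Shares of the populations were compared by two-sided exact permutation tests. Lists were tested with camera and fry of limma 3.58.1 on log2 counts scaled by library size with a prior count of 2, for camera with a preset correlation of 0.01 and with an estimated one, and adjusted over 23 lists. Alternatives used DESeq2 1.42.0, other normalization factors and filters, and limma on log2 of the deposited normalized counts plus 1. Figures were drawn with matplotlib 3.10.9.

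The tests, alternatives, lists and the rule for named RNAs were set before the data were examined, except where the text says otherwise. Table S1, which holds fold changes from these libraries, had been read by then, so the lists are not independent of it. The rule took the RNAs named by the paper, the 8 miRNAs and the 6 tsRNA rows with the largest change in each direction among rows past the thresholds of the paper (1 row per tRNA and end, 1 copy per miRNA), which leaves out larger changes in rows with a mean normalized count of 200 or less, the rRNA rows past the adjusted *p*, up to 5 piRNAs, the 5 most abundant miRNA and tsRNA rows, and members of the lists. The lists were germ cell, X-linked testis, epithelial, leukocyte, erythroid, endothelial, smooth muscle, striated muscle and liver, kidney and gut miRNAs, the let-7, miR-30, miR-10/99/100, miR-23/27/24, miR-181, miR-17-92, HOX and Dlk1-Dio3 groups, insulin and glucose miRNAs, tsRNA ends, sperm-abundant 5' tsRNAs and nuclear and mitochondrial rRNA. No row named a mitochondrial rRNA among those tested.

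On simulated counts for the 1858 rows, with the libraries' own depth and dispersion and HPD against SD as the comparison, the test recovered 8.96% of 67 rows changed 2-fold, 38.8% of 67 changed 4-fold and 60.6% of 66 changed 8-fold, with 1 call among rows that were not changed. Most of these rows are piRNAs of low count. Which miRNA genes neighbour each other was read from the RefSeq table of rat genes of assembly GRCr8, by name only, for 262 of 281 hairpins. Read lengths, Table S2 and target gene enrichment were not analysed here.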

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

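All tests of explanations in this part were chosen after the result was seen. The share of snoRNA reads, a population the paper does not report on, was 3.23 times higher in HPD than in SD libraries, and each HPD library was above each SD library (1.25% to 1.45% against 0.293% to 0.536%; two-sided exact permutation *p* = 0.1, the smallest that 3 against 3 allow). Reads of the 45S rRNA precursor were higher in each HPD than in each SD library, with a log2 fold change of 1.78. The same holds for 5.3S rRNA, with 1.22. A separation of 3 libraries from 3 in either direction comes about in 10% of rows by chance. The 45S and 5.3S rRNA rows were looked at among the rRNA rows past the adjusted *p* from edgeR, so that pass is not separate support. In the other direction, 5S rRNA was lower in each HPD library (4519 to 6486 normalized counts) than in each SD library (12847 to 20699). The same holds for the unmatched 45S and 18S reads.

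The fall of somatic marker miRNAs beside germ cell miRNAs that did not pass the test could come from less RNA of somatic cells in the HPD libraries. Of 25 marker rows of epithelium, leukocytes, erythrocytes, endothelium, stroma and striated muscle 9 were lower, and their log2 fold changes varied more than 1 common factor allows (Cochran's Q against a chi-square distribution, n = 25 rows, *p* = 2.09e-14; 7.41e-56 for 30 rows with the liver, kidney and gut miRNAs, which were set apart for this test after their fall was seen). The 17 germ cell rows had a mean of 0.15 (chi-square, n = 17 rows, *p* = 0.531), and both *p* treat rows as independent and rest on standard errors from 3 rats against 3, so they are approximate. miR-143 and miR-205 had log2 fold changes of −0.34 and 0.23 while miR-126a and miR-223 fell. Sperm can hold some of these miRNAs itself, in amounts that are not known here, and its reads would hide a fall to a different extent in each marker. In the model over all populations no marker was higher at an adjusted *p* of at most 0.05 from edgeR. With miRNAs normalized among themselves miR-205 (log2 fold change 1.05, adjusted *p* = 0.0106) and miR-499 (0.91, adjusted *p* = 0.0417) were higher. Since sperm reads can hide a fall and the rises depend on the normalization, an equal loss of all somatic RNA and a change in some cell types cannot be told apart.

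A common scaling factor on all miRNAs could also lower these markers. When miRNAs were normalized among themselves, 5 of the 9 lower markers were still lower (miR-155, miR-223, miR-126a, miR-199a and miR-214, log2 fold changes from −1.36 to −1.04), which argues against it as the whole cause for these 5. The bound, that most of the 9 stay lower, was set after the list results were known and was only just met. miR-203a, miR-146a, miR-142 and miR-451 no longer passed (adjusted *p* from 0.0877 to 0.596), miR-205 and miR-499 were higher, and the median of the 25 rows was 0.12, so for the other markers this scaling stays open. Against the other miRNAs, the leukocyte, endothelial and smooth muscle lists were not lower either (adjusted *p* = 0.16, 0.332 and 0.332 from camera in limma). A response of sperm or epididymis to the diet stays open and was not tested.

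CCA-end fragments matched to the genome were lower in HPD sperm, which could reflect fewer CCA-end fragments of all kinds. In 97.1% of 34 tRNAs the matched fragment had the lower log2 fold change of the pair, with medians of −1.64 for matched and 0.20 for unmatched fragments, which argues against an equal fall of both kinds. Unmatched CCA ends held 5.12 ± 0.306% of the tsRNA reads in HPD and 5.77 ± 1.16% in SD fathers (± standard deviation). The libraries of the groups overlapped there (two-sided exact permutation *p* = 0.4), so a smaller fall of the unmatched fragments stays open. What separates matched from unmatched CCA-end reads, such as their length, was not analysed here, and no biological explanation was tested.

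The 18S rRNA row is listed at 0 in CTRL1, where the other libraries hold 101573 to 273666 reads. A value lost when the authors' table was made could explain it, and the bound set for this was that 28S and 5.8S rRNA of CTRL1 lie in the range of the other libraries. The 28S share was in that range, but the 5.8S share, 1.79% against 2.17% to 3.09%, was below it, so the bound was not met. In read numbers, a reading of the bound that was looked at only afterwards, 5.8S was in range (141818 against 89824 to 223573). At the lowest 18S to 28S ratio of the others, 0.098, CTRL1 would hold 120704 reads of 18S rRNA, and no other row at 0 in CTRL1 had 100 or more reads in each other library. The 0 remains unexplained here.

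Of the 10 splits of the 6 libraries into 3 and 3, the split by diet gave 160 rows past the adjusted *p*, 62 miRNAs, 48 tsRNA rows, 2 piRNAs and 5 rRNA rows, and the highest of the other splits gave 0 of each. In each of these 5 counts 1 split, the real one, reached the value. With 10 splits a share under 0.05 cannot be reached.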

How the results depend on the processing

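The alternatives with truncated counts and without 18S rows were chosen after seeing the data. The rats of the 2 groups are different animals, no source says that equal numbers pair them, and the HPD columns carry 2 numbers each. With the last number of each column as a replicate block, deviations from the group means correlated by −0.031, −0.064 and −0.046 in the 3 pairs and no library correlated best with its own number, so the numbers were not taken as pairs. The block left 2 residual degrees of freedom and gave 132 rows of all populations, 56 miRNAs, 43 tsRNA rows, 2 piRNAs, 4 rRNA rows and 15 lists. Under it the list: endothelial (adjusted *p* = 0.0739 from camera in limma), the 3' end of tRNA-Leu-CAG and 5.3S rRNA were not called, and the median of nuclear rRNA was 0.43. The share of a mitochondrial rRNA and class shares over all reads of a library were not run, since the rows give neither. The median log2 fold change of all rows was 0.29 with no filter, 0.17 with rows not matched to the genome left out, 0.18 with limma and −0.09 with library size alone, and changes are to be read against these shifts. The 160 rows of all populations (41 higher, 119 lower) were 225 with a mean count of at least 50 (95 and 130), 210 with DESeq2 (68 and 142), 94 with nested tRNA rows left out, where fewer rows were tested, and 77 to 158 when 1 library was left out. The 62 miRNAs were 71 with library size alone, 34 with each population fitted on its own and 29 to 54 with 1 library left out, and 57 when hairpin copies were summed. The 48 tsRNA rows were 67 with no filter, 10 without nested rows and 25 to 52 with 1 library left out. The 2 piRNAs were 3 with upper quartile factors and 0 with piRNAs on their own, where rno-piR-61384 and rno-piR-61534 had log2 fold changes of 2.75 and 2.66. The 5 rRNA rows were 7 with upper quartile factors, 8 with a mean count of at least 50, 3 without unmatched rows, 3 on their own and 2 to 5 with 1 library left out. Of the miRNAs of Table S1, 53 were called here, 25 with each population on its own and 26 to 49 with 1 library left out; of its tsRNA rows 48, 10 without nested rows and 25 to 44 with 1 library left out; of its 2 piRNAs 0 with piRNAs on their own. Of 23 lists 16 passed camera, 0 with an estimated correlation, 1 when miRNA lists were set against other miRNAs, and 13 to 16 with 1 library left out. With fry, the liver, kidney and gut, insulin and CCA-end lists passed (adjusted *p* = 0.00168, 0.0233 and 0.0251). The 5' end, 3' end and Dlk1-Dio3 lists did not pass fry (adjusted *p* = 0.0561, 0.0682 and 0.0534). Beyond the settings that test fewer rows or libraries, the cause was not tested.

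With 1 library left out, the class shares, miRNA, HPD minus SD, differed by −12.8 to −8.82 points, the class shares, tsRNA, HPD minus SD, by 8.21 to 10.5, the class shares, rsRNA, HPD minus SD, by 0.00565 (without CTRL1) to 4.67 (without CTRL2), and the class shares, piRNA, HPD minus SD, by −0.152 to 0.00498 (without HPD2). Of named RNAs over their settings, 665 values kept direction and side of the threshold, 33 lost the call, 11 gained it and 17 changed sign. With each population on its own, miR-21 (0.38), miR-143 (0.45), let-7f-2 (0.27) and let-7g (0.0162) were above 0. With 1 library left out miR-143 (rno-mir-143) ranged from −0.56 to 0.23, above 0 without CTRL1 or HPD7 (0.17). tRNA-Gly-GCC was above 0 with DESeq2 and its size factors (0.0219), upper quartile (0.21), no filter (0.22), a mean of at least 50 (0.11), unmatched rows out (0.11), limma (3.23e-05), DESeq2 on truncated counts (0.0187), and without CTRL1 (0.10), CTRL2 (0.04) or HPD7 (0.22), where the values with 1 library left out went down to −0.0886. Of the list tests, 150 kept direction and side, 37 lost the call, 2 gained it and 13 changed sign. Against other miRNAs, medians stood higher for the epithelial (0.15), erythroid (0.37), let-7 (0.24) and miR-17-92 lists (0.76). The test of the X-linked list turned without CTRL3 (median −0.0737) or HPD2 (0.06), where the medians went up to 0.48, and that of striated muscle without CTRL3 (−0.36), where they went up to 0.60, and that of nuclear rRNA without CTRL1 (−0.03), CTRL2 (0.61), CTRL3 (−0.13), HPD2 (−0.09) or HPD3 (−0.05). Depth limits mainly the piRNAs, of which 1300 of 25889 had enough reads to be tested and 109 a mean normalized count of at least 50.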

Differences from the paper's values

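The paper reports 1 upregulated miRNA, and the count here was 0. Among the alternatives chosen before the data were examined, the count was 1 with DESeq2, upper quartile factors, no filter, a mean count of at least 50, and without CTRL3 or HPD7. It was 0 with DESeq2 size factors in edgeR, library size alone, nested rows left out, unmatched rows left out, limma, and without CTRL1, CTRL2, HPD2 or HPD3, and 10 with each population fitted on its own. In Table S1 the upregulated miRNA is miR-3068, with the paper's log2 fold change of 1.26, where the value here was 1.19 (standard error 0.36, adjusted *p* = 0.0711 from edgeR). DESeq2 on truncated counts, chosen after seeing the values, gave the paper's 56 miRNAs, 55 lower and 1 higher, and dropped none of the paper's called miRNAs, tsRNA rows or piRNAs.

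The paper's text gives 21 upregulated tsRNA fragments, while the sheet of Table S1 holds 27 higher and 25 lower rows, as did DESeq2 on the counts here. Of the paper's called RNAs, miR-190b (log2 fold change −1.06, adjusted *p* = 0.074) and miR-148b (−1.13, adjusted *p* = 0.0508) were not called here, nor were 4 tsRNA rows, the CCA end and the unmatched whole row of tRNA-Leu-TAG, the 5' end of tRNA-Ala-TGC and the unmatched CCA end of tRNA-His-GTG. All 6 and miR-3068 were called with DESeq2. The population shares also differ in part from those read from Figure 7B of the paper. Its rsRNA share is 31% in both groups, against 21.8% in SD and 23.7% in HPD fathers here. Its tsRNA share is 47% in SD and 56% in HPD fathers, against 52.6% and 61.8% here. Its miRNA shares, 23% in SD and 13% in HPD fathers, are near the 24.4% and 13.3% here. The paper describes mitochondrial rRNA fragments among its rsRNA, and no row tested here named one, so the shares may not cover the same RNAs. The cause of these differences was not tested.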

Other observations

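The miRNAs of the imprinted Dlk1-Dio3 cluster, which are themselves expressed from the maternal chromosome, were lower in part. Of 16 names measured 4 fell (7 when adjusted over the list alone), miR-379 with a log2 fold change of −2.94, miR-434 with −2.33, miR-127 with −3.12 and miR-411 with −1.66, and the list had a median of −1.66 (adjusted *p* = 9.52e-06 from camera; adjusted *p* = 0.236 with an estimated correlation). Of 4 miRNAs that are abundant in liver, kidney and gut 3 fell, among them miR-122 (log2 fold change −4.69, standard error 0.81, adjusted *p* = 0.00482), which is low in sperm. miR-215 had a value of 0.47. The list median was −3.99 (adjusted *p* = 1.25e-05 from camera, adjusted *p* = 0.11 with an estimated correlation), and −3.14 with miRNAs normalized among themselves. Of 11 measured names of the miR-17-92 and related clusters miR-92a alone fell, with −1.50 and −1.02 for its 2 copies, and the median of −0.11 was 0.14 with upper quartile factors and 0.69 with miRNAs normalized among themselves (adjusted *p* = 0.18 from camera).

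Of 19 measured miRNAs of a list of insulin and glucose metabolism, which is not the list of Table S2, 7 fell and none rose (8 when adjusted over the list alone). These were miR-378a, miR-199a, miR-26a, miR-103 (log2 fold change −1.03 for the first copy), miR-107, miR-122 and miR-223. Of these, miR-199a, miR-223 and miR-122 are also members of the smooth muscle, leukocyte, and liver, kidney and gut lists, so the lists overlap. miR-375, a miRNA of pancreatic islets, had a value of −0.21 (standard error 0.20, adjusted *p* = 0.769 from edgeR). The list was lower with camera (adjusted *p* = 3.14e-08; adjusted *p* = 0.236 with an estimated correlation), and its median of −0.73 was −0.03 with miRNAs normalized among themselves. Table S1 had been read when it was written.

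Of 44 groups of neighbouring miRNA genes, 8 were lower in all members, 16 in some and 20 in none at an adjusted *p* of at most 0.05 from edgeR, and whether neighbours fall together more than chance gives was not tested. Both members were lower in the pairs miR-199a and miR-214, miR-222 and miR-221, and miR-497 and miR-195. The 2 pairs of miR-181a and miR-181b also count among the 8, but the 2 copies of miR-181a have nearly equal counts, so these pairs are not taken as separate evidence. In another group none of 10 neighbouring X-linked miRNAs from miR-471 to miR-465 passed, with log2 fold changes from −0.11 to 0.61. In the miR-99b cluster 1 of 3 members fell, miR-99b itself, and let-7e had a value of −0.63. These examples were chosen after their values were seen.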
